A study of Mus musculus with 4 samples. Its data were reported in "STK11 is required for the normal program of ciliated cell differentiation in airways" (2019).

How the data were processed

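Whole lungs of mouse embryos at E16.5 were profiled by RNA sequencing. The labels gave 2 genotypes with 2 libraries each, written here as Control 1, Control 2, Shh-Stk11 1 and Shh-Stk11 2. Controls carried the Shh-Cre driver with 1 floxed and 1 intact Stk11 allele. Shh-Stk11 embryos carried the same driver with both alleles floxed. The driver is active in the endoderm that forms the lung epithelium, so mesenchyme, blood vessels and blood kept their Stk11. The labels named the strain as C57BL/6, whereas the methods of the study described mixed genetic backgrounds. The labels gave neither the sex nor the litter of the embryos.

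According to the methods of the study, total RNA was sequenced as single-end 50-base reads on a HiSeq instrument. The authors deposited one table of FPKM values per gene and library, that is, reads scaled to transcript length and to the number of mapped reads. The aligner, the quantifier, the genome build, the annotation and any scaling between libraries were not stated for these libraries, so no genome positions are given. The table held 22556 genes under symbols of an older annotation. All 4 value columns matched a label of a library. Symbols were matched to GENCODE M21, directly for 20242 genes and through RefSeq synonyms (GRCm38.p6) for 1917 genes, which left 397 genes without a match. The match was used only for current names, transcript lengths, GC content, gene types and the order of neighbouring genes. Length and GC content were those of the longest transcript of a gene, which need not be the transcript that the authors quantified.

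FPKM values are not counts, and a count model was not used. The low values still carried a trace of the read numbers. Among 1721 genes above 0 and below 0.3 FPKM in every library, the values of 74.8% were whole multiples of a smallest step. Only multiples of at most 10 steps in the lowest library were counted. A step was worth 1.21 times as much in Control 2 as in Control 1, 1.23 times in Shh-Stk11 1 and 1.15 times in Shh-Stk11 2. With these factors set off at random by a few percent, 0% of the genes gave whole multiples. From 197 such genes with a single annotated transcript of at least 2000 bases, after taking 210 bases off the length, the values corresponded to 38.1 M reads in Control 1, 31.6 M in Control 2, 30.9 M in Shh-Stk11 1 and 33.3 M in Shh-Stk11 2. Any scaling of the authors is contained in these figures. Read numbers given for single genes were estimated in the same way. One read on a transcript of 2000 bases was worth 0.0146 to 0.0181 FPKM. Where both libraries of a genotype were at or under 3 estimated reads, the fold was computed against 3 reads and written as a bound. It covers counting error only.

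The comparison used R 4.3.3 and limma 3.58.1 on log2(FPKM + 0.1). Genes with a mean of at least 0.5 FPKM over the 4 libraries were tested, 13770 in all. A linear model with genotype as the only term was fitted with lmFit, and variances were moderated with eBayes with a trend on mean expression, which gave 4.48 prior degrees of freedom beside the 2 residual ones. Tests were two-sided. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, with a threshold of 0.05. A log2 fold change is on the log2(FPKM + 0.1) scale, which understates the change of low genes. Means are of FPKM values, with the SD over n = 2 libraries. An exact permutation test of 2 against 2 libraries cannot give a two-sided p below 0.333, so every p-value rests on limma's borrowing of variance across genes.

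Gene lists were fixed before the data were examined. Some were named in the study from these samples (ciliated genes, a pair of secretory genes, cell-cycle genes) or measured there by qPCR (Notch pathway genes, STK11 substrate kinases). The qPCR primers of the study also covered Myb, Mcidas, Foxj1, the secretory pair and the cell-cycle genes. Other lists were written for this comparison: further motile cilium genes, further airway secretory genes, S-phase and G2/M genes, ERK pathway targets, and genes of basal, neuroendocrine, distal or general epithelial, mesenchymal, endothelial, red blood, immune, heart muscle and skeletal muscle cells. Each list with at least 5 tested members was tested with camera of limma at a preset inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the 16 lists tested. Members were also adjusted over the list alone. By a rule fixed at the same time, the text names Stk11, list members (in long lists the 3 with the largest change in the direction of the median and members past the threshold in the other direction), sex-linked genes, and the 5 largest rises and 5 largest falls among genes past the threshold whose Shh-Stk11 values both lay on the same side of both Control values. Predicted genes and small RNA genes were counted but not named among these 10. Any other gene named was chosen after its values were seen.

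The alternatives tried were pseudocounts of 1 and 0.01, filters of at least 0.1 and at least 5 FPKM and no filter, quantile normalization, scaling by the median ratio, eBayes without the trend or with robust moderation, replicate number as a block, an adjusted p of 0.1, each library left out in turn, and for lists fry, camera with an estimated correlation and the percentile of the median among 10000 random lists matched on mean FPKM. After the data were seen, the removal of a trend on transcript length and GC content (loess with a span of 0.3 on both, per library), the crossed pairing of replicate numbers and random lists matched on length, GC content and mean FPKM were added. The fitting was tested on simulated data with the means and spread of the 13770 tested genes and 200 changed genes: 73% of genes changed by 2 on the log2 scale and 36% of genes changed by 1 were called, 2.68% of the calls were unchanged genes, and 0 genes were called when none was changed. The simulated noise was independent between genes, without a difference shared by many genes such as the length and GC trend. These error rates therefore do not cover such shared differences between libraries. Figures were drawn with matplotlib 3.10.9.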

Results

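The data set held FPKM values of 22556 genes in whole lungs of E16.5 mouse embryos, from 2 Control and 2 Shh-Stk11 libraries. STK11 is a serine/threonine kinase and tumor suppressor that activates AMPK and related kinases. In Shh-Stk11 embryos its gene was deleted in the lung epithelium only, whereas the libraries were made from the whole organ, so that any change confined to epithelial cells was diluted by the other cell types. The depth recovered from the low values lay between 30.9 M and 38.1 M reads per library. Between 13623 and 13709 genes per library reached 0.5 FPKM. The median absolute log2 difference per gene was 0.18 between the Control replicates and 0.16 between the Shh-Stk11 replicates. The first principal component held 44.9% of the variance and separated the genotypes, with both Control libraries at negative and both Shh-Stk11 libraries at positive scores.

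The deleted gene was examined first. Stk11 was at 44.7 ± 1.07 FPKM (SD, n = 2) in Control and 27.7 ± 2.49 FPKM (SD, n = 2) in Shh-Stk11 lungs. Each library labelled Shh-Stk11, at 29.5 and 26.0 FPKM, was below each Control library, at 43.99 and 45.5 FPKM. The log2 fold change was -0.69 (SE 0.125), and its adjusted p in limma was 0.0499, at the edge of the threshold. Its adjusted p rose above 0.05 in 7 of the 9 alternatives in which it was followed, and was highest at 0.154 with replicate number as a block, while its fold change stayed between -0.55 and -0.69 in the fits with all 4 libraries.

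Sex-linked genes showed that the genotypes were not matched for sex. Xist, transcribed from the inactive X chromosome of females, was at 65.1 FPKM in Control 1, 90.8 in Control 2, 169 in Shh-Stk11 1 and 0.239 in Shh-Stk11 2. The Y-linked gene Ddx3y was at 23.5 FPKM in Shh-Stk11 2 and at most 0.0285 FPKM in the other libraries. Eif2s3y (38.0 FPKM), Kdm5d (13.8 FPKM) and Uty (7.91 FPKM) were likewise expressed in Shh-Stk11 2, and did not exceed 0.0406 FPKM elsewhere. Both Control libraries and Shh-Stk11 1 were thus female and Shh-Stk11 2 was male.

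To ask which genes depended on epithelial STK11, all 13770 tested genes were compared between the genotypes. At an adjusted p of 0.05 in limma, 313 genes differed, of which 178 were lower in Shh-Stk11 lungs and the others higher. Of the 313, 84 rose and 158 fell by at least 1 on the log2 scale. At an unadjusted p under 0.05 there were 2095 genes. The alternative that moved these counts most was replicate number as a block, with 6 genes higher and 7 lower. The groups did not overlap for 6451 genes, or 46.8% of those tested, where chance gives 33.3%. The calls included 6 of the 99 tested small RNA genes, whose values often dropped to 0 between replicates. Members of the 2 lists of ciliated genes made up 28.1% of the genes that were lower.

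The largest rises among the genes eligible for naming were those of Pax7, Fbp2, Fbp1, Oosp1 and Ereg. Pax7 was at 2.45 ± 0.378 FPKM in Shh-Stk11 lungs and at 0 and 0.00777 FPKM in the Controls, both at or under 3 estimated reads, which put it at least 161-fold higher. Fbp2 rose from 0.717 ± 0.262 to 18.6 ± 6.25 FPKM (log2 fold change 4.51, SE 0.307, limma adjusted p 0.00329). Fbp1 rose from 0.579 ± 0.0891 to 13.7 ± 0.0942 FPKM (log2 fold change 4.36, SE 0.177, limma adjusted p 0.000559). Both encode fructose-1,6-bisphosphatases. Oosp1 was close to the detection limit in the Controls, with 3.4 and 2.3 estimated reads, and reached 2.22 ± 0.248 FPKM in Shh-Stk11 lungs (log2 fold change 3.49). Ereg, which encodes the EGF receptor ligand epiregulin, rose from 0.205 ± 0.0631 to 2.76 ± 0.544 FPKM (log2 fold change 3.23, SE 0.309, limma adjusted p 0.00644). All means are over n = 2 libraries.

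The largest falls were those of Npy2r, Cym, Gkn2, Gja3 and Acoxl. Npy2r fell from 2.29 ± 0.484 to 0.0597 ± 0.0519 FPKM (log2 fold change -3.93, limma adjusted p 0.00766), with 2.2 and 10.1 estimated reads left in the Shh-Stk11 libraries. Cym fell from 13.7 ± 3.13 to 1.1 ± 0.402 FPKM (log2 fold change -3.54, limma adjusted p 0.00381). Gkn2 was at 1.19 ± 0.441 FPKM in the Controls and at 1 estimated read in each Shh-Stk11 library, at least 7.34-fold lower. Gja3 fell from 1.99 ± 0.195 to 0.183 ± 0.0829 FPKM (log2 fold change -2.91, limma adjusted p 0.0136). Acoxl fell from 2.64 ± 1.48 to 0.306 ± 0.0327 FPKM (log2 fold change -2.64, limma adjusted p 0.0335), a call that was lost in 4 of 8 alternatives, with an adjusted p up to 0.115.

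The study asked whether ciliated cell differentiation requires STK11. All 9 ciliated genes that it named from these samples were lower in both Shh-Stk11 libraries than in both Controls, with a median log2 fold change of -1.67 (camera adjusted p 5.92e-15 in limma). Over all genes tested, 8 passed the threshold, and 9 did when adjusted over the list alone, which is not independent evidence since the list came from these libraries. Foxj1, the transcription factor of the multiciliated program, fell from 15.8 ± 0.522 to 4.74 ± 0.0357 FPKM (SD, n = 2; log2 fold change -1.71, SE 0.125, limma adjusted p 0.00329). Mcidas, listed under the older symbol Gm6320, fell from 3.98 ± 0.458 to 1.67 ± 0.468 FPKM (SD, n = 2), and its limma adjusted p of 0.0586 lay just above the threshold. The list ranged from -0.87 for Ccno to -2.005 for Ccdc113.

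The list of other motile cilium genes, written without regard to these samples, gave a median log2 fold change of -1.43 over 72 tested genes (camera adjusted p 2.2e-44 in limma). Of these, 71 were lower, 42 of them past the threshold over all genes tested and 62 when adjusted over the list alone. Lrrc23 (-2.02), Fam183b (-2.01) and Tekt2 (-1.99) changed most. Rfx3 was the only tested member that rose, by 0.69. It was short of the threshold over all genes (limma adjusted p 0.134) and past it when adjusted over the list alone (0.012). With the length and GC trend removed, Rfx3 rose by 0.28 (limma adjusted p over all genes 0.442). Beside camera with its preset correlation, fry gave an adjusted p of 0.0109 for both ciliated lists and the red blood cell list, and for no other list below 0.05. Camera with a correlation estimated from 2 residual degrees of freedom gave no list an adjusted p below 0.05, and 0.155 for both ciliated lists.

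**Figure D1:**
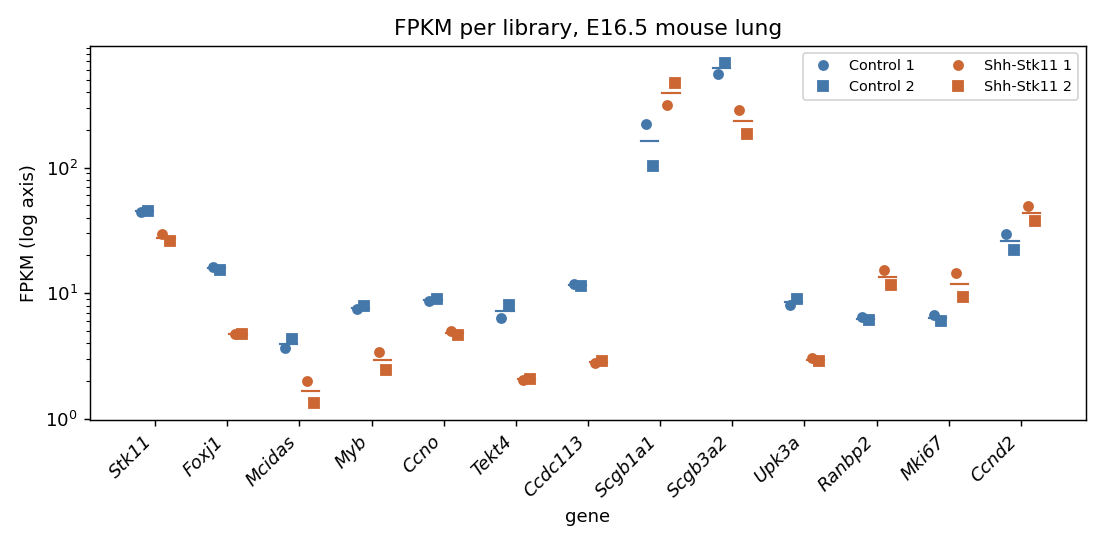
FPKM on a log axis of 13 genes in each library. Circles are replicate 1, squares are replicate 2, and short lines are means of 2 libraries. Foxj1 and Ccdc113 lie lower in both Shh-Stk11 libraries, Scgb1a1 lies higher and Scgb3a2 lower, and the replicates of Scgb1a1 differ by more than those of Foxj1.

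Secretory genes were examined because the study described more club cell marker expression. Scgb1a1 was at 162 ± 84 FPKM (SD, n = 2) in Control and 392 ± 112 FPKM (SD, n = 2) in Shh-Stk11 lungs. Both Shh-Stk11 libraries, at 312 and 471 FPKM, exceeded both Controls, at 221.2 and 102.3 FPKM. The log2 fold change of 1.35 (SE 0.375) did not pass the threshold (limma adjusted p 0.144), and leaving out Control 2 reduced it to 0.79. Muc5b was under the filter, at 0.0271 ± 0.0132 FPKM in Control and 0.511 ± 0.319 FPKM in Shh-Stk11 lungs (SD, n = 2). These values corresponded to 10 and 17 reads in the Controls and 336 and 140 reads in the Shh-Stk11 libraries. With genes of at least 0.1 FPKM tested, its limma adjusted p was 0.078. Adjusted over the list alone, Scgb1a1 was the only member tested, with a limma p of 0.01. This list too came from these libraries.

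The 15 tested members of the list of other airway secretory genes did not move together. Their median log2 fold change was -0.36 (camera adjusted p 0.16 in limma), and it ranged from -0.19 without Shh-Stk11 2 to -0.75 without Shh-Stk11 1, and it was -0.12 with the length and GC trend removed. Of these genes, 6 were higher and 9 were lower. Past the threshold were 3 genes, each lower. Upk3a fell by 1.49 on the log2 scale (limma adjusted p 0.00743). Scgb3a2 fell from 615 ± 89.7 to 236 ± 71.3 FPKM (SD, n = 2; log2 fold change -1.41, limma adjusted p 0.0422). Cckar fell by 0.76 on the log2 scale (limma adjusted p 0.0444). The calls of Scgb3a2 and of Cckar were lost in 6 of 9 alternatives each, with adjusted p up to 0.138 and 0.151 in limma, whereas that of Upk3a was lost only with the block (0.0811). Adjusted over the list alone, 5 genes were lower and 2 were higher.

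Cell-cycle genes were examined because the study linked STK11 to cell-cycle exit. The 7 genes that it named from these samples had a median log2 fold change of 0.85 (camera adjusted p 4.71e-07 in limma, but 0.174 with fry). In all 7, both Shh-Stk11 libraries exceeded both Controls, and Shh-Stk11 1 had the highest value. The median was 0.60 without Shh-Stk11 1 and 1.12 without Shh-Stk11 2. Only Ranbp2 passed the threshold over all genes, from 6.28 ± 0.248 to 13.5 ± 2.64 FPKM (SD, n = 2; log2 fold change 1.07, SE 0.167, limma adjusted p 0.0335), a call that was lost in 4 of 9 alternatives, among them the removal of the length and GC trend (0.0879). All 7 passed when adjusted over the list alone, which is not independent evidence here. Mki67 rose from 6.41 ± 0.488 to 11.9 ± 3.67 FPKM (SD, n = 2; log2 fold change 0.85, limma adjusted p 0.121).

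The medians of independent lists of proliferation genes did not show this rise. The median log2 fold change was -0.01 for 42 other S-phase genes (camera adjusted p 0.362 in limma) and -0.003 for 52 other G2/M genes (camera adjusted p 0.16 in limma). No member passed the threshold over all genes or over the list alone, while 3 S-phase and 5 G2/M genes had an unadjusted p under 0.05, and all 8 of these were higher in Shh-Stk11 lungs. Both medians turned slightly positive, to at most 0.08, under quantile normalization, median-ratio scaling and the removal of the length and GC trend.

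The 7 cell-cycle genes named by the study shared long transcripts, from 4939 to 10061 bases, and a GC content of 38.7% to 47.1%. Across the 13634 tested genes with an annotated transcript, differences between libraries followed length. The median difference of Shh-Stk11 1 from the Control mean went from -0.29 to 0.27, from the shortest to the longest of 10 groups of genes ordered by length. For Shh-Stk11 2 it went from -0.11 to 0.11. The replicates of one genotype also differed in this way, with Control 2 minus Control 1 going from 0.21 to -0.20 and Shh-Stk11 2 minus Shh-Stk11 1 from 0.19 to -0.17. The log2 fold change between the genotypes also followed GC content, from 0.20 in the group with the lowest to -0.16 in the group with the highest of 10 such groups.

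**Figure D2:**
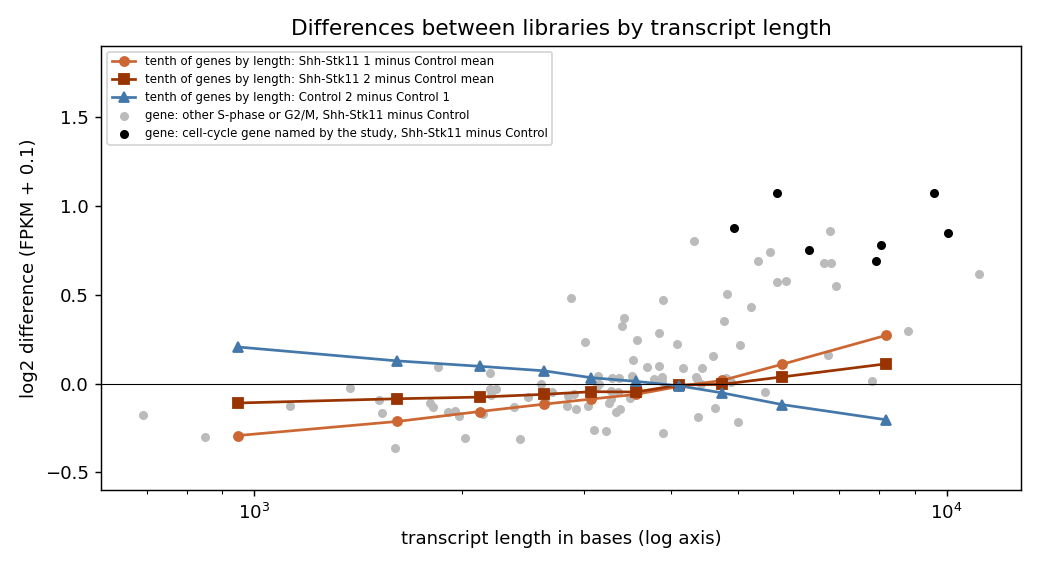
Log2 differences between libraries against transcript length, both from values of FPKM + 0.1. Lines join the medians of 10 groups of tested genes ordered by length, and points are single S-phase, G2/M and study-named cell-cycle genes. The lines for both Shh-Stk11 libraries rise with length, that for the Control replicates falls, and the 7 black points lie at 4939 bases or more.

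The mRNA of genes in the pathways upstream of these programs was then compared. The 10 ERK pathway target genes had a median log2 fold change of -0.03 (camera adjusted p 0.6 in limma). The 5 genes of the Notch pathway (Hey1, Hes1, Jag1 and the receptors Notch1 and Notch2) had a median of 0.06 (camera adjusted p 0.424 in limma). Members of these 2 lists lay between -0.29 and 0.37, and 0 of them had an unadjusted p under 0.05. The STK11 substrate kinases had a median of 0.07 over 12 tested genes (camera adjusted p 0.47 in limma). None passed the threshold, and 1 of them, Nuak2, had an unadjusted p under 0.05, with a log2 fold change of 0.50. Mark3 was the most highly expressed of the 4 MARK genes, at 37.1 ± 0.832 FPKM in Control and 36.6 ± 2.01 FPKM in Shh-Stk11 lungs (SD, n = 2). The signs of these 3 medians changed under some of the alternatives. Whole-lung mRNA does not measure the activity of these pathways. For ERK and the kinases, the study relied on phosphorylated protein in epithelial cells and on rescue by an inhibitor or an activated MARK3.

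Basal and neuroendocrine cells arise from the same endoderm. Of the basal cell genes, 4 were tested, with a median log2 fold change of -0.80, too few for a list test. Krt15 fell from 39.4 ± 0.0622 to 20.6 ± 1.99 FPKM (SD, n = 2; log2 fold change -0.93, limma adjusted p 0.0227). Snai2, at a similar level, did not move (-0.02). Trp63 was at or below 0.17 FPKM in every library. Also under the filter were Krt5, Krt14, Krt17 and Ngfr, at 1.18 to 2.42 times their Control means, whereas Trp63 was at 0.525 times. With values this low and so few tested genes, a change in basal cells cannot be read from this list. By staining, the study found no significant difference in the basal cell share of the tracheal epithelium. The 6 tested neuroendocrine cell genes had a median of 0.16 (camera adjusted p 0.16 in limma), which was 0.01 without Control 1, 0.05 with genes of at least 0.1 FPKM tested and 0.29 with the length and GC trend removed. Calca rose from 7.65 ± 2.21 to 16.4 ± 1.2 FPKM (SD, n = 2; log2 fold change 1.11, limma adjusted p 0.0532), and it passed the threshold with a pseudocount of 0.01 (0.0436) and with genes of at least 5 FPKM (0.0361), and in none of the other 7 alternatives.

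The 19 distal and general lung epithelial genes had a median log2 fold change of 0.08 (camera adjusted p 0.37 in limma), which was 0.19 after quantile normalization and 0.23 with the length and GC trend removed (camera adjusted p 0.109 in limma). The general epithelial genes Epcam (0.16) and Nkx2-1 (0.21) were not past the threshold. Pdpn, a gene of alveolar type I cells, fell from 69.5 ± 10.1 to 31 ± 8.36 FPKM (SD, n = 2; log2 fold change -1.18, limma adjusted p 0.0464), a call that was lost in 7 of 9 alternatives, with an adjusted p up to 0.169. Sftpd rose by 2.04 (limma adjusted p 0.0853), from 76.05 and 33.56 FPKM in the Controls to 143 and 301 FPKM. Sftpc, the most highly expressed of the 19, fell from 16600 ± 1160 to 10000 ± 2860 FPKM (SD, n = 2; limma adjusted p 0.447).

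Among the cell types that kept Stk11, the 13 endothelial genes were all lower, with a median log2 fold change of -0.33 (camera adjusted p 7.26e-05 in limma, 0.174 with fry). No member passed the threshold over all genes, 1 did when adjusted over the list alone (Cldn5, -0.65), and 6 had an unadjusted p under 0.05. The 10 tested red blood cell genes were all lower, with a median of -0.55 (camera adjusted p 3.18e-05 in limma). The embryonic globin gene Hba-x passed the threshold, from 16.5 ± 0.0501 to 5.88 ± 1.43 FPKM (SD, n = 2; log2 fold change -1.49, limma adjusted p 0.0158), and 4 members did when adjusted over the list alone. The 14 mesenchymal genes had a median of -0.19 (camera adjusted p 0.0297 in limma, 0.174 with fry), and it was -0.30 without Shh-Stk11 1. None passed the threshold over all genes or over the list alone, and 4 had an unadjusted p under 0.05. The 11 immune cell genes had a median of -0.09 (camera adjusted p 0.706 in limma), with 1 unadjusted p under 0.05. The 6 tested heart muscle genes had a median of -0.90 (camera adjusted p 0.0433 in limma, 0.769 with fry), but the groups overlapped in all 6, and the median was -0.19 without Shh-Stk11 2 and -0.30 without Control 2. Of the skeletal muscle genes, 3 were tested, with a median of -0.40.

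**Figure D3:**
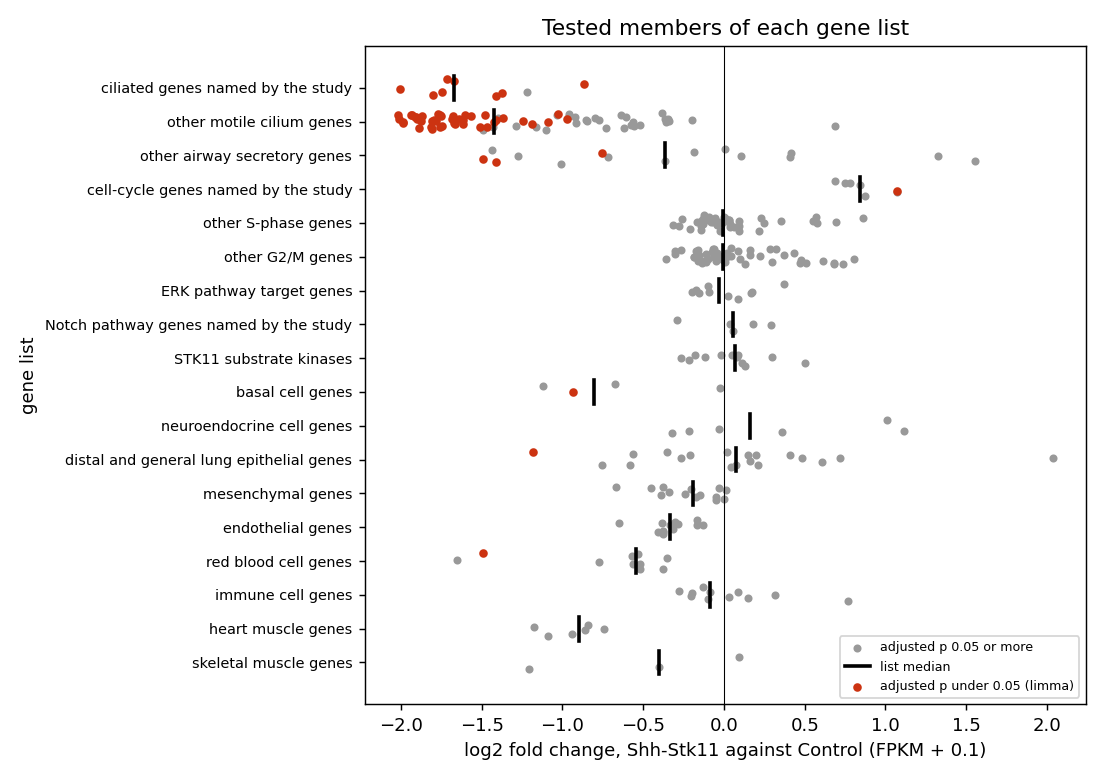
Log2 fold changes of the tested members of each gene list, on log2(FPKM + 0.1). Each point is a gene, red where the limma adjusted p is under 0.05, and black bars are list medians. Both ciliated lists lie below 0, with medians of -1.67 and -1.43, and the lists of other S-phase and G2/M genes centre on 0.

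Small RNA genes were looked at separately. Of the 99 tested, 64 were listed at 0 in 1 library and at 1 FPKM or more in the replicate of the same genotype, against 5 of the other 13671 tested genes. The smallest adjusted p of all tested genes belonged to one of them, Snord123, chosen for naming after its values were seen. It was listed at 105 and 127 FPKM in the Controls and at 0 in both Shh-Stk11 libraries.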

Values the study reported

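For E16.5 lungs stained with propidium iodide, the study gave the share of EpCAM-positive epithelial cells in G2/M phase as 15.4% in Shh-Stk11 embryos and 11% in Controls.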

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

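Replicate numbers are shared by the genotypes in the labels, which do not say that a number marks a litter or a batch. Across genes, the deviations of libraries with the same number from their group means had a correlation of -0.114. Along transcript length, however, same-numbered libraries did deviate together, with replicate 2 minus replicate 1 going from 0.21 to -0.20 in Control and from 0.19 to -0.17 in Shh-Stk11 libraries, from the shortest to the longest of 10 groups of genes. Whether the numbers pair the libraries is therefore not settled. With replicate number as a block (replicate block, which leaves 1 residual degree of freedom), 6 genes were higher and 7 lower, and the adjusted p of Stk11 became 0.154 at an unchanged log2 fold change of -0.69. All 13 of these genes were among the 313 called without the block. Among the lists, only the heart muscle genes lost their call under the block (median -0.90, camera adjusted p 0.0892). With the numbers crossed as a block, an alternative added after the data were seen, 360 genes were higher and 315 lower.

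The number of calls depended on the treatment of low genes. The absence of a filter, robust eBayes and an adjusted p of 0.1 were applied to these counts only, not to lists or single genes. With no filter on low values, 20 genes were higher and 41 lower, 58 of them shared with the 313. With genes of at least 5 FPKM, 90 genes were lower, and 110 were higher; of the 313 calls, 176 were still tested and 166 were called again. Robust eBayes gave 303 higher and 284 lower, and an adjusted p of 0.1 gave 361 and 310. Removing the length and GC trend, also added after the data were seen, gave 84 higher and 98 lower, with 169 of the 313 shared. The other alternatives, namely both pseudocounts, the filter of at least 0.1 FPKM, both scalings and eBayes without the trend, kept both counts within 1.5 times, from 91 to 180 higher and at least 129 lower. Except for the filter of at least 5 FPKM, which tested 9814 genes, and the adjusted p of 0.1, the cause of these shifts was not tested.

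The fall of Stk11 kept its direction in every alternative in which it was followed, but its adjusted p moved across 0.05 with a pseudocount of 1 (log2 fold change -0.67), a filter of at least 0.1 FPKM (-0.69), quantile normalization (-0.62), median-ratio scaling (-0.65), eBayes without the trend (-0.69) and the trend removed (-0.55). Over these alternatives its adjusted p ranged from 0.0449 with a pseudocount of 0.01 to 0.154 with the block. A value of 0.0499 leaves no margin, and nothing beyond this was tested.

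Both ciliated lists and the endothelial, red blood cell and study-named cell-cycle lists kept direction and call in these alternatives. This held with both pseudocounts, the filters at 0.1 and 5 FPKM, both scalings, the block and the length and GC trend removed. Values of the lists were the same in eBayes with and without its trend on mean expression, so that alternative was no test of them. The mesenchymal list lost its call under quantile normalization (-0.12) and kept it with the trend removed (-0.25, camera adjusted p 0.00603). The heart muscle list lost its call with a filter of at least 0.1 FPKM (-0.86), quantile normalization (-0.88) and the trend removed (-0.74). Medians near 0 changed sign. Quantile normalization gave 0.0211 for S-phase and 0.0759 for G2/M genes, and median-ratio scaling gave 0.0333 and 0.0382, and 0.00722 for the ERK targets. With the trend removed the medians were 0.0230 for S-phase genes, 0.0386 for G2/M genes, 0.12 for ERK targets, -0.12 for Notch genes, -0.0255 for substrate kinases and 0.0856 for immune cell genes. None of these medians passed the threshold on either side, and the cause was not tested.

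The set test mattered more than any of these choices. Fry gave an adjusted p of 0.174 to the study-named cell-cycle, mesenchymal and endothelial lists and 0.769 to heart muscle genes. Camera with an estimated correlation gave 0.155 to both ciliated lists, 0.458 to the cell-cycle and mesenchymal lists, 0.567 to endothelial, 0.296 to red blood cell and 0.748 to heart muscle genes, from a correlation that rests on 2 residual degrees of freedom. Among random lists matched on mean FPKM, the other airway secretory genes lay at percentile 0, the G2/M genes at 98.6 and the distal epithelial genes at 100, all outside the middle 95% although camera did not call them, and the mesenchymal genes lay at its edge (2.5). Matched also on length and GC content, the percentiles were 0.1 for airway secretory, 0.28 for mesenchymal, 97.8 for neuroendocrine and 100 for distal epithelial genes. Such lists treat genes as independent, which genes of one cell type are not, and the cause of the differences between the tests was not tested.

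With each library left out in turn, one genotype was left with a single library, so no test was run and only effect sizes are given. The medians ranged from -1.70 to -1.58 for the ciliated genes named by the study, -1.49 to -1.33 for other cilium genes, -0.75 to -0.19 for other airway secretory genes, 0.60 to 1.12 for the study-named cell-cycle genes, -0.29 to 0.25 for S-phase genes, -0.15 to 0.15 for G2/M genes, -0.10 to 0.13 for ERK targets, -0.0581 to 0.24 for Notch genes, -0.22 to 0.21 for substrate kinases, -0.00141 to 0.18 for distal epithelial genes, -0.30 to -0.15 for mesenchymal genes, -0.68 to -0.55 for red blood cell genes, -0.12 to 0.28 for immune cell genes, 0.01 to 0.32 for neuroendocrine genes, -0.41 to -0.26 for endothelial genes and -1.59 to -0.19 for heart muscle genes. The heart muscle median shrank most without Shh-Stk11 2, and medians changed sign without Control 2 or without Shh-Stk11 2 for S-phase and G2/M genes, without Control 1 or without Shh-Stk11 2 for ERK targets, without replicate 2 of the Controls or replicate 1 of Shh-Stk11 for Notch genes, without Control 2 for substrate kinases, without Shh-Stk11 2 for distal epithelial genes and without replicate 1 of either genotype for immune cell genes. Scgb1a1 ranged from 0.79 without Control 2 to 1.91 without Control 1.

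Of the 40 other genes followed through the alternatives, 28 were past the threshold, and 23 of these remained past it in every alternative set before the data were seen that tested them, other than the block. Under the block 26 lost their call. In the others of these alternatives there were 17 single losses and 5 single gains of a call, and with the trend removed there were 7 losses. The direction of a change reversed in 0 cases.

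Depth limits the genes at the bottom of the range. At 30.9 M to 38.1 M reads, 3 reads on a transcript of 2000 bases were 0.0439 to 0.0542 FPKM. At their own transcript lengths, 3 reads were 0.0153 FPKM for Pax7 in the Controls and 0.162 FPKM for Gkn2 in the Shh-Stk11 libraries. Both genes lay below these floors there, so they were not measurable and only bounds can be given.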

Other observations

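The tests in this part on the sex of the embryos, single libraries, airway epithelium, secretory cells, long proliferation genes, neighbours of Stk11, equal read numbers, developmental stage, other splits, and genes of matched length and GC content as a cause of the cell-cycle rise were chosen after the result was seen. The others were set before their values were computed, and the doubts raised about the CREB targets came afterwards.

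The study picked its 7 cell-cycle genes for a rise in these same libraries, so tests on these genes cannot exclude a cause. All 7 are long, and longer transcripts read higher in both Shh-Stk11 libraries, while the Controls also differed from each other along length. Random lists matched on length, GC content and mean FPKM, which were not picked for a rise, had a median log2 fold change of 0.31, with a middle 95% of 0.04 to 0.66, and the 7 genes lay at percentile 99.8 of them. Genes of this make-up thus rose without being picked for a link to the cell cycle. Removing the trend lowered the median of the 7 by 0.19, to 0.65. The SD of 0.266 between replicates is not the error of this fall, which compares the same libraries. Mki67, at the median before, went from 0.85 to 0.58, and Ccnd2, at the median after, from 0.75 to 0.65. The median of 0.65 was at percentile 100 of matched lists with the trend removed (middle 95% -0.17 to 0.39). Of the 7, 0 then passed the threshold, where 1 had before. The median of the female Shh-Stk11 1 lay 1.12 above the female Controls and that of the male Shh-Stk11 2 lay 0.60 above them, and in Shh-Stk11 2 all 7 exceeded both Controls. Because of the way the genes were picked, a rise due to genotype cannot be told apart from the length and GC trend, as the whole or part of the cause, from sex, or from Shh-Stk11 1 alone.

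From the whole-lung RNA alone, a rise in proliferation cannot be told apart from no change. The study measured it in the airway epithelium itself. There it found the shares of Ki67-positive and phospho-histone H3-positive cells significantly increased in Shh-Stk11 lungs. Among lists matched on length, GC content and mean FPKM, the G2/M genes were at percentile 87.5 and the S-phase genes at 60, and after the trend was removed they were at 98.2 and 76.5. Their members went both ways, and proliferation in the epithelium is diluted in whole lung. The 16 S-phase and G2/M genes with transcripts at least as long as the shortest study-named gene had a median log2 fold change of 0.56, at percentile 99.5 of matched lists, and 0.27 at percentile 98.8 after the trend was removed. The 78 shorter ones had a median of -0.04 at percentile 83.2, and 0.02 at percentile 96.4 after the trend was removed, so that the gap between long and shorter genes narrowed. The long genes stood at 0.78 in Shh-Stk11 1, 0.27 in Shh-Stk11 2 and 0.19 in Control 2, against the mean of the Controls, so that the second Shh-Stk11 library was hardly above the higher Control. A candidate explanation is a length effect that the loess did not capture for such genes, or a change in long cell-cycle transcripts in particular. Quantification of unspliced or degraded RNA, which needs the reads, was not analysed here.

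The fall of motile cilium genes was set against the trend, sex and tissue composition. With the length and GC trend removed, the median over 81 cilium genes was -1.37, below every matched list. The female Shh-Stk11 1 had a median log2 difference of -1.36 to the Controls and the male Shh-Stk11 2 one of -1.51, so sex does not explain it. A smaller share of airway epithelium as the whole cause is argued against by the 15 tested genes of the list of other airway secretory genes, with a median log2 fold change of -0.36, of -0.12 with the trend removed and of -0.75 at the lowest when a library was left out, against -1.36 at the highest for the cilium genes. As part of the cause it cannot be told apart from changes within the epithelium, because the 15 genes moved apart. Of these, 5 fell by 1 or more on the log2 scale, among them Upk3a and Scgb3a2. The abundant Cldn10 (0.41), Cyp2f2 (0.005) and Aldh1a7 (0.11) did not fall. Sox2, a gene of airway progenitors outside this list, was lower in both Shh-Stk11 libraries than in both Controls (-0.35, limma adjusted p 0.388). A loss or delay of ciliated cells within the airway epithelium, or lower transcription per ciliated cell, are hypotheses that bulk values alone do not separate. By staining, the study found FOXJ1-positive and MYB-positive cells significantly reduced in E16.5 airways. It saw similar changes at later stages, which it took to exclude a developmental delay. Strain background was not tested.

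Scgb1a1 was higher in Shh-Stk11 lungs without passing the threshold, and a larger share of airway secretory cells as the sole cause is argued against by 3 other airway secretory genes that fell past the threshold, Upk3a, Scgb3a2 and Cckar. Only Upk3a kept its call in all alternatives but the block, and the other 2 lost theirs in 6 of 9, though all 3 were lower in each. A larger share of secretory cells as part of the cause stays open. By staining, the study found a significantly higher percentage of SCGB1A1-positive cells in E16.5 airways. Scgb3a2 was more abundant than Scgb1a1 in both Controls, so its fall is not a matter of low counts. Of the 15 tested genes of that list, 6 were higher and 9 lower. Adjusted over the list alone, Reg3g (1.56, limma adjusted p 0.0221) and Foxa3 (1.32, 0.0189) were higher and 5 genes were lower. Muc5b, under the filter, was higher too. A change of state among secretory cells may fit these opposite moves, as may a difference between the embryos, since Scgb1a1 varied by more than 2-fold between the Controls, at 221.2 and 102.3 FPKM.

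Areg, Pde10a and Ppargc1a, noticed among the genes past the threshold, rose by 2.66, 2.78 and 1.78 on the log2 scale (limma adjusted p 0.00139, 0.00329 and 0.00525). Targets of CREB and its CRTC co-activators are a candidate link, since STK11 restrains CRTC through the SIK kinases. A list of other such targets, written before its values were seen, had a median log2 fold change of 0.15 over 19 tested genes, at percentile 100 of matched lists, which fits a general rise by the test set beforehand. Against this, 8 of the 19 fell, its limma camera p was 0.068, and 1 gene, Egr1, passed the threshold (log2 fold change 1.04, limma adjusted p 0.0259). A rise of some targets rather than of all of them stays open.

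The endothelial and red blood cell lists, whose cells kept Stk11, were lower in Shh-Stk11 lungs. The length and GC trend as the whole cause is argued against by medians of -0.22 and -0.43 after its removal, both outside the middle 95% of matched lists. For endothelial genes, the female Shh-Stk11 1 lay at -0.41 and the male Shh-Stk11 2 at -0.32, which argues against sex. A lower share of vessels and blood in the tissue, or a difference in dissection or bleeding, was not tested and may explain both.

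Embryonic globins fell more than adult ones. Hba-x, Hbb-y and Hbb-bh1 had a median log2 fold change of -1.49, and 4 adult globin genes had -0.53. Per 1000 FPKM of these adult globins, embryonic globins made up 3.48 and 3.57 FPKM in the Controls and 1.41 and 2.06 FPKM in the Shh-Stk11 libraries. Globin genes are near-identical copies in part, so reads may be split between them. Since embryonic globins wane with age, older Shh-Stk11 embryos are a candidate cause. Of 9 genes that mark later distal epithelium, 5 were lower and 4 higher, from -1.18 for Pdpn, a call lost in 7 of 9 alternatives, to 2.04 for Sftpd, which was not past the threshold. A later stage cannot be told apart from an effect of genotype by these genes, since they moved both ways and the deletion acts in the same epithelium.

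Small RNA genes gave the most extreme test result and the least reliable values. Of the 99 tested, 64.6% were at 0 in 1 library and at 1 FPKM or more in its replicate, against 0.0366% of other genes, as single reads on transcripts little longer than a read could give. Snord123, first of all tested genes by p-value, had a Control 2 to Control 1 ratio of 1.206, which equals the ratio of what 1 read was worth in the same libraries. The same held for Mir1199, so both genes had an equal number of reads in the 2 Controls, and their small spread may be a coincidence of few reads. No biological explanation was tested for them.

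The calls did not gather around the floxed locus. Among the 200 tested protein-coding genes nearest to Stk11 in order along its chromosome, 3 were called, or 1.5% (95% exact Clopper-Pearson interval 0.31% to 4.32%), against 2.27% of all tested genes. Variants linked to the floxed allele may contribute to those 3 at most within this stretch. Of the 3 splits of the libraries into 2 and 2, 1, the real one, gave as many as 313 genes, and the others gave 4 and 7. With 3 splits no share below 0.333 can be had, so grouping by accident cannot be told apart from genotype by this count.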
